A study of Homo sapiens with 9 samples. Its data were reported in "Preclinical and first-in-human of purinostat mesylate, a novel selective HDAC I/IIb inhibitor, in relapsed/refractory multiple myeloma and lymphoma" (2025).

How the data were processed

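RNA was extracted with TRIzol from tumour tissue of the MM1S xenografts, and libraries were made with a VAHTS Universal V6 kit. The authors deposited raw read counts per gene, as whole numbers, for 17447 genes in 9 libraries of 3 groups. The submitters' processing notes name fastp, HISAT2, HTSeq and the build GRCh38 without versions. The annotation release, the use of strand, the handling of reads with several matches and any removal of mouse reads are not given in the sources used here. Reads of the mouse host that match human genes may therefore be among the counts, and counts of paralogs or of overlapping genes may be mixed.

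Groups were taken from the sample titles, which give vehicle (con), PM and LBH with replicate numbers 1 to 3. LBH was read as panobinostat from the study's methods. The labels do not state that the libraries of a group came from separate animals, so p-values measure only the spread between these samples. Replicates were compared before averaging. Pearson correlations of log2 CPM within groups were 0.993 to 0.998, and no pair of libraries agreed within sampling noise. Total counts were 15991982 to 18082908, and genes with a count averaged 14276 with vehicle, 15416 with PM and 14477 with panobinostat. The most counted gene was ITGB7 in panobinostat replicates 1 and 3 and IGLL5 in the other libraries. Of the genes 699 had no count in any library.

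Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which left 13046 and removed 4401, and libraries were scaled by TMM. All 9 libraries entered a quasi-likelihood fit with 1 coefficient per group, and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. The common biological coefficient of variation was 11.5%. CPM values are scaled by TMM unless they belong to host markers or to genes removed by the filter. Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and again with a correlation estimated per list. With the estimated correlation no list was called in any comparison, so each camera call holds only at the preset value.

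The lists, the comparisons and the alternatives were fixed before the data were examined. There were 36 lists with 1035 members, of which 985 were in the table: 25 lists of pathways and gene families, 9 of host cell markers and 2 of genes that the study's text names. The 28 lists with at least 5 tested genes were tested. Genes were named by a fixed rule: per comparison the 6 higher and 6 lower genes with the largest change among called genes with a mean of 5 CPM or more and no overlap between groups, up to 3 higher and 3 lower members per list by adjusted p, all genes of the study lists, and the HDAC family. Not every gene picked by this rule is named in the text. Coordinates and gene IDs come from the RefSeq annotation of GRCh38.p14, matched by gene ID for 17396 genes, and exon lengths and overlaps from GENCODE release 29.

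The test was checked on simulated counts for PM against vehicle over 12092 genes. It called 58.2%, 94.0% and 100% of genes changed 1.5, 2 and 4 times, with 12 false calls among 180 (6.67%) and 0 calls in unchanged groups. Ratios with few counts carry exact 95% intervals, and a group with no count was set to a floor of 3 counts. Alternatives were DESeq2 1.42.0, limma voom, other size factors, other low-count filters, a fit of only the 6 libraries compared, the replicate number as a block, fry, a log2 fold change of at least 1, and leaving out each library. Added after the data were seen, though before its own result was, was thinning to the smallest total, which moved no value by much. Also added were a restriction to genes with a mean vehicle CPM of 1 or more, fry's mixed p per list and term enrichment. Figures were drawn in Python 3.11.15.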

Results

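Gene expression was measured by RNA sequencing in subcutaneous tumours of MM1S, a human multiple myeloma cell line, grown in mice. The tumours were collected 24 h after 1 dose of vehicle, of purinostat mesylate (PM) at 10 mg/kg or of panobinostat. Dosing took place at a tumour size of around 500 mm3. PM inhibits histone deacetylases (HDACs) of classes I and IIb, and panobinostat inhibits HDACs more broadly. Both are hydroxamic acids. Each group held 3 libraries, with total counts between 15991982 and 18082908 over 17447 genes. Of these genes 13046 passed the low-count filter and were tested. Levels below are counts scaled to library size (CPM), as mean ± SD of the 3 libraries of a group. Log2 fold changes are given ± their standard error. The first principal component held 76.8% of the variance and the second 8.61%.

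The first comparison asked what PM changed in the tumours. Genes that were almost silent with vehicle reached clear expression with PM. HSD11B1, the enzyme that regenerates cortisol from cortisone, rose from 0.398 ± 0.221 to 60.8 ± 4.51 CPM (log2 fold change 7.25 ± 0.22, adjusted p = 1.18e-10). SOCS3, a feedback inhibitor of JAK-STAT signalling, rose from 2.04 ± 1.57 to 242 ± 79.6 CPM (log2 fold change 6.91 ± 0.49, adjusted p = 1.01e-07). On GRCh38 these genes lie at chromosome 1, 209686179 to 209734929 and chromosome 17, 78356778 to 78360925, with gene IDs 3290 and 9021. CAVIN1, a coat protein of caveolae, rose from 0.1605 ± 0.178 to 22.8 ± 3.26 CPM (adjusted p = 9.33e-09). CHRNA1, a subunit of the muscle acetylcholine receptor, rose from 0.236 ± 0.104 to 29.1 ± 4.95 CPM (adjusted p = 7.65e-08). TMEM59L had 2 counts in the vehicle group and 17.5 ± 4.36 CPM with PM, a ratio of 464 with a counting interval of 128 to 3840. Both counts lay in vehicle replicate 3, without which the fitted log2 fold change was 11.21 and the ratio at least 202 against a floor of 3 counts. Without vehicle replicate 1 the log2 fold changes of CAVIN1 and SOCS3 were 8.42 and 7.67.

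The largest decreases were smaller in size. DPCD, a gene linked to motile cilia, fell from 14.7 ± 2.14 to 1.74 ± 0.887 CPM (adjusted p = 5.94e-07). TMEM231, a protein of the ciliary transition zone, fell from 11.4 ± 1.84 to 1.89 ± 0.824 CPM (adjusted p = 2.58e-06). EIF3CL, a near-identical copy of EIF3C, fell from 32.3 ± 40.4 to 5.897 ± 0.502 CPM (adjusted p = 0.015), but its log2 fold change moved from -2.45 ± 0.79 to -0.63 (adjusted p = 0.328) without vehicle replicate 2. DPCD shares 14.1% of its exon length with POLL on the opposite strand, and the use of strand in the counting is not given. In total 4259 genes were higher and 3786 lower with PM than with vehicle in edgeR's quasi-likelihood test, 61.7% of those tested. Among genes with a mean vehicle CPM of 1 or more the majority turned, with 3010 higher and 3741 lower. With a log2 fold change of at least 1 as well, over all genes tested, 2431 were higher and 420 lower. The 3 libraries of each group did not overlap for 67.4% of the genes, where chance gives 10%.

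Interferon-stimulated genes rose together with PM. Of 49 interferon-stimulated genes, 38 were higher and 1 lower (38 and 1 adjusted over the list alone), with a median log2 fold change of 1.06 (adjusted p = 1.35e-06, and adjusted p = 0.455 with an estimated correlation). GBP2, an interferon-induced GTPase, rose from 29.03 ± 8.15 to 169 ± 35.1 CPM (adjusted p = 1.42e-07). PARP9, a partner of the ubiquitin ligase DTX3L, rose from 28.8 ± 9.64 to 180.4 ± 7.695 CPM (adjusted p = 1.63e-07). LAMP3 rose from 39.05 ± 2.31 to 96.3 ± 2.69 CPM (adjusted p = 8.53e-08). The member that fell was ZBP1, a sensor of Z-form nucleic acid, from 177 ± 10.9 to 75.6 ± 8.23 CPM (adjusted p = 2.18e-06). Of 27 nucleic acid sensing genes, 16 were higher and 4 lower (16 and 5 adjusted over the list alone), with a median log2 fold change of 0.51 (adjusted p = 0.0335, and adjusted p = 0.307 with an estimated correlation). STING1, an adaptor of cytosolic DNA sensing, rose from 11.7 ± 1.49 to 75 ± 8.903 CPM (adjusted p = 5.18e-09). STAT4 rose from 10.9 ± 1.93 to 73.4 ± 9.61 CPM (adjusted p = 8.19e-09). IRF5 fell from 188 ± 13.5 to 107 ± 8.42 CPM (adjusted p = 4.56e-06).

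Each of the 11 interferon response and chemokine genes that the study names was higher with PM. The study picked these genes from the same libraries, so the list is not independent evidence. Of 11 study interferon and chemokine genes, 11 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median log2 fold change of 2.07 (adjusted p = 0.000167, and adjusted p = 0.321 with an estimated correlation). TLR3, a receptor for double-stranded RNA, rose from 0.471 ± 0.1595 to 14.6 ± 1.93 CPM (adjusted p = 8.55e-07). MX1 rose from 103 ± 42.6 to 215 ± 26.2 CPM (adjusted p = 0.000944). RSAD2 rose from 3.64 ± 2.71 to 15.2 ± 2.85 CPM (adjusted p = 0.000168). IFI44 rose from 7.72 ± 2.47 to 27.3 ± 1.84 CPM (adjusted p = 2.29e-06). IFI27 rose from 1.004 ± 0.317 to 2.903 ± 1.12 CPM (adjusted p = 0.00593). IFIT1 rose from 6.62 ± 3.96 to 16.9 ± 1.79 CPM (adjusted p = 0.00246). IFIT3 rose from 4.15 ± 2.28 to 13.5 ± 0.879 CPM (adjusted p = 0.000218). CXCL10, a chemokine for activated T cells, rose from 2.06 ± 0.713 to 19.9 ± 12.2 CPM (adjusted p = 3.51e-05). CXCR1, a receptor for interleukin-8, had no count in the vehicle group and 11.3 ± 2.24 CPM with PM, at least 201-fold higher against a floor of 3 counts over the group, and at least 131-fold without vehicle replicate 3. CCL7 and CCL25 had 1 and 3 counts in the vehicle group and 1.83 ± 0.346 and 7.75 ± 2.18 CPM with PM. Their ratios were 97.3 (counting interval 17.0 to 3880) and 137 (46.7 to 669), where intervals and floors cover counting error only. Without vehicle replicate 3 no CCL7 count was left, and its fitted log2 fold change was 7.96 and its ratio at least 21.2 against the floor. Without vehicle replicate 1 the log2 fold change of CCL25 was 7.72 and its ratio 279 (49.8 to 11000) over 1 count. With CXCR1 at its bound the list median was 2.07 too. The log2 fold change of RSAD2 was 2.83 without vehicle replicate 1, and that of CXCL10 2.67 without PM replicate 3.

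Antigen presentation genes were higher as well. Of 11 MHC class II genes, 10 were higher and 0 lower (10 and 0 adjusted over the list alone), with a median log2 fold change of 2.06 (adjusted p = 0.000194, and adjusted p = 0.455 with an estimated correlation). HLA-DPA1 rose from 87.05 ± 11.3 to 374 ± 61.7 CPM (adjusted p = 2.91e-08). HLA-DMA, which helps to load peptides, rose from 30.7 ± 4.81 to 128 ± 12.4 CPM (adjusted p = 9.84e-08). Of 17 MHC class I presentation genes, 14 were higher and 3 lower (14 and 3 adjusted over the list alone), with a median log2 fold change of 0.38 (adjusted p = 0.0484, and adjusted p = 0.576 with an estimated correlation). NLRC5, the class I transactivator, rose from 21.5 ± 4.49 to 121 ± 3.89 CPM (adjusted p = 2.62e-08). HLA-E rose from 559 ± 23.3 to 1099.7 ± 179 CPM (adjusted p = 6.67e-06). TAPBP, the peptide editor tapasin, fell from 512 ± 21.3 to 320.2 ± 11.9 CPM (adjusted p = 8.13e-06). The class I call was lost without vehicle replicate 1, 2 or 3 (adjusted p = 0.061, 0.066 and 0.0744), PM replicate 1 or 2 (0.0735 and 0.0605) or panobinostat replicate 1 (0.0676). HLA genes are near-identical in parts, so the split of reads between them is uncertain.

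Inflammatory and neuronal genes rose too. Of 38 NF-kB and immediate early genes, 23 were higher and 3 lower (23 and 3 adjusted over the list alone), with a median log2 fold change of 1.58 (adjusted p = 0.000264, and adjusted p = 0.455 with an estimated correlation). BCL6, a transcriptional repressor that sustains the germinal centre programme, rose from 3.09 ± 0.793 to 62.6 ± 15.2 CPM (adjusted p = 5.18e-09). ICAM1, an adhesion molecule, rose from 5.38 ± 0.839 to 45.4 ± 2.17 CPM (adjusted p = 6.67e-09). RELB, a subunit of NF-kB itself, fell from 42.8 ± 1.497 to 21.1 ± 2.99 CPM (adjusted p = 2.25e-05). Of 35 chemokine, interleukin and receptor genes, 25 were higher and 4 lower (25 and 4 adjusted over the list alone), with a median log2 fold change of 0.86 (adjusted p = 0.000194, and adjusted p = 0.307 with an estimated correlation). IL10, an anti-inflammatory cytokine, rose from 1.84 ± 1.25 to 115 ± 25.9 CPM (adjusted p = 2.73e-08). Of 21 neuronal genes, 18 were higher and 1 lower (18 and 1 adjusted over the list alone), with a median log2 fold change of 2.72 (adjusted p = 2.12e-06, and adjusted p = 0.22 with an estimated correlation). SYT11, a synaptotagmin, rose from 16.4 ± 0.653 to 287 ± 39.9 CPM (adjusted p = 1.13e-10). L1CAM, a neural adhesion molecule, rose from 0.647 ± 0.214 to 33.7 ± 9.77 CPM (adjusted p = 5.34e-09).

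Human genes listed as mouse host markers moved too, and may stem from host or tumour cells. Of 11 fibroblast markers, 9 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 2.22 (adjusted p = 0.000194, and adjusted p = 0.22 with an estimated correlation). COL1A1, a chain of type I collagen, rose from 1.22 ± 0.335 to 44.6 ± 2.87 CPM (adjusted p = 8.89e-10). FN1, fibronectin, rose from 57.02 ± 20.1 to 645 ± 80.8 CPM (adjusted p = 2.33e-08). COL1A2, the partner chain of COL1A1, stood at 0.343 CPM with PM and LUM at 0. Of 7 macrophage markers, 4 were higher and 1 lower (4 and 1 adjusted over the list alone), with a median of 0.74 (adjusted p = 0.197). Fry called the macrophage markers higher (adjusted p = 0.00125). ITGAM rose from 4.96 ± 1.74 to 41.3 ± 9.504 CPM (adjusted p = 1.34e-06). The summed level of fibroblast markers was 823.3 ± 80.9 CPM with PM, of which FN1 held 79.4%, and 96.2 ± 22.4 with vehicle, that of macrophage markers 1665 ± 142 CPM with PM and 1862 ± 82.4 with vehicle, that of endothelial markers 95.8 ± 2.08 CPM with PM and 27.8 ± 2.61 with vehicle, and that of T and NK cell markers 12.4 ± 2.3 and 1.16 ± 0.559. Neutrophil markers summed to 45.7 ± 5.93 and 24.35 ± 1.48 CPM, and skeletal muscle markers to 67.3 ± 9.43 and 20.9 ± 4.57. Keratinocyte markers summed to 148 ± 11.3 and 93.9 ± 8.12 CPM, erythroid markers to 4.015 ± 1.86 and 0.836 ± 0.352, and adipocyte markers to 1.16 ± 0.32 and 0.233 ± 0.16. Single genes carried several of these sums with PM, with HBB at 99.5% of the erythroid, LAPTM5 at 81.3% of the macrophage, DSP at 78.7% of the keratinocyte, TTN at 73.7% of the muscle and NCF1 at 72.4% of the neutrophil sum. The 7 lists besides fibroblasts and macrophages held fewer than 5 tested genes each and were not tested. Whether mouse reads were removed before counting is not given.

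Genes of growth and metabolism fell with PM. Of 43 S phase genes, 1 were higher and 35 lower (1 and 35 adjusted over the list alone), with a median log2 fold change of -0.68 (adjusted p = 2.16e-07, and adjusted p = 0.576 with an estimated correlation). UNG, the uracil-DNA glycosylase, fell from 121 ± 3.74 to 40.8 ± 5.298 CPM (adjusted p = 4.77e-07). RRM1, a subunit of ribonucleotide reductase, fell from 234 ± 20.9 to 109.8 ± 10.2 CPM (adjusted p = 9.66e-06). Of 45 DNA repair genes, 2 were higher and 34 lower (4 and 34 adjusted over the list alone), with a median log2 fold change of -0.53 (adjusted p = 1.13e-06, and adjusted p = 0.455 with an estimated correlation). BRCA1 fell from 106 ± 4.14 to 40.3 ± 3.89 CPM (adjusted p = 1.31e-06). LIG1, the replicative DNA ligase, fell from 139 ± 14.4 to 57.5 ± 2.02 CPM (adjusted p = 5.24e-06). Of 58 oxidative phosphorylation genes, 1 were higher and 47 lower (1 and 47 adjusted over the list alone), with a median log2 fold change of -0.44 (adjusted p = 9.65e-09, and adjusted p = 0.455 with an estimated correlation). NDUFV1, a subunit of complex I, fell from 278 ± 15.9 to 128 ± 1.69 CPM (adjusted p = 1.48e-07). Of 46 MYC target and ribosome biogenesis genes, 0 were higher and 30 lower (0 and 30 adjusted over the list alone), with a median log2 fold change of -0.48 (adjusted p = 6.39e-06, and adjusted p = 0.576 with an estimated correlation). FBL, the methyltransferase fibrillarin, fell from 308 ± 1.82 to 196 ± 13.6 CPM (adjusted p = 2.78e-05). SRM, spermidine synthase, fell from 204 ± 10.7 to 106 ± 6.75 CPM (adjusted p = 4.04e-05).

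Protein turnover and lipid synthesis followed. Of 31 proteasome genes, 0 were higher and 29 lower (0 and 31 adjusted over the list alone), with a median log2 fold change of -0.57 (adjusted p = 7.85e-08, and adjusted p = 0.455 with an estimated correlation). PSMB6 fell from 121 ± 3.32 to 67.02 ± 7.26 CPM (adjusted p = 6.04e-06). Of 72 cytosolic ribosomal protein genes, 0 were higher and 47 lower (0 and 47 adjusted over the list alone), with a median log2 fold change of -0.35 (adjusted p = 2.11e-07, and adjusted p = 0.576 with an estimated correlation). RPL4 fell from 1608 ± 129 to 1006 ± 66.2 CPM (adjusted p = 3.46e-05). Of 23 cholesterol synthesis genes, 0 were higher and 17 lower (1 and 17 adjusted over the list alone), with a median log2 fold change of -0.72 (adjusted p = 0.000226, and adjusted p = 0.576 with an estimated correlation). LSS, lanosterol synthase, fell from 248 ± 22.1 to 87.8 ± 11.1 CPM (adjusted p = 5.55e-07). Of 30 genes of the unfolded protein response, 2 were higher and 14 lower (2 and 14 adjusted over the list alone), with a median log2 fold change of -0.24 (adjusted p = 0.0129, and adjusted p = 0.455 with an estimated correlation). HSP90B1, a chaperone of the endoplasmic reticulum, fell from 1552 ± 86.02 to 866 ± 34.5 CPM (adjusted p = 2.3e-06). ATF3, a stress-induced transcription factor, rose from 24.8 ± 2.33 to 46.3 ± 7.805 CPM (adjusted p = 4.9e-05).

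The study also names 6 survival factors, whose protein it reported as decreased by PM in cell lines. MYC fell from 729.7 ± 126 to 408 ± 47.9 CPM (adjusted p = 0.000698). IRF4, a transcription factor on which myeloma cells depend, fell from 714 ± 19.7 to 341 ± 3.801 CPM (adjusted p = 1.71e-07). IKZF3 rose from 319 ± 17.6 to 518 ± 1.39 CPM (adjusted p = 8.67e-06). CDK6 rose from 287 ± 33.4 to 428 ± 85.3 CPM (adjusted p = 0.0017). IKZF1 was at 214 ± 9.79 against 193 ± 15.1 CPM and was not called (adjusted p = 0.152). EZH2, a histone methyltransferase, rose from 153 ± 12.1 to 188 ± 21.6 CPM (adjusted p = 0.0329). The EZH2 call was lost without vehicle replicate 2 or 3 (adjusted p = 0.125 and 0.107), PM replicate 2 or 3 (0.153 and 0.071) or panobinostat replicate 1 (0.0686). Of 6 study survival factors, 3 were higher and 2 lower (3 and 2 adjusted over the list alone), with a median of 0.22 (adjusted p = 0.956). Study survival factors had a mean of -0.03, and the test pointed higher. Of 29 plasma cell identity genes, 12 were higher and 9 lower (13 and 9 adjusted over the list alone), with a median of 0.26 (adjusted p = 0.974). Plasma cell identity genes had a mean of 0.095, and the test pointed lower. JCHAIN, the joining chain of secreted antibodies, fell from 7381 ± 720.4 to 2619 ± 235 CPM (adjusted p = 1.25e-07). SDC1, the plasma cell antigen CD138, fell from 1277 ± 41.3 to 514 ± 16.3 CPM (adjusted p = 1.05e-07). FCRL5 rose from 6.41 ± 2.21 to 80.1 ± 7.78 CPM (adjusted p = 2.23e-08).

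Several genes of the HDAC family themselves changed with PM. HDAC4 rose from 28.1 ± 1.89 to 41.4 ± 3.41 CPM (adjusted p = 0.000534). HDAC7 rose from 276 ± 17.9 to 388 ± 37.3 CPM (adjusted p = 0.000607). HDAC11 rose from 1.71 ± 0.147 to 3.41 ± 0.842 CPM (adjusted p = 0.00927). HDAC9 rose from 78.4 ± 15.5 to 110 ± 18.9 CPM (adjusted p = 0.0166). The HDAC9 call was lost without vehicle replicate 1 or 2 (adjusted p = 0.101 and 0.0895) or PM replicate 1 (0.0977). HDAC10 fell from 64.4 ± 3.59 to 41.4 ± 7.15 CPM (adjusted p = 0.000444). HDAC10 shares 55.8% of its exon length with MAPK12 on the same strand. The log2 fold changes of HDAC1, HDAC2, HDAC3, HDAC5, HDAC6 and HDAC8 were -0.051 ± 0.1, 0.081 ± 0.091, 0.024 ± 0.083, -0.022 ± 0.14, 0.1 ± 0.097 and -0.047 ± 0.12. Their adjusted p-values were 0.674, 0.452, 0.813, 0.897, 0.388 and 0.761. Of 18 deacetylase genes, 5 were higher and 3 lower (5 and 3 adjusted over the list alone), with a median of 0.0011 (adjusted p = 0.974).

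The remaining lists were not called by camera with PM. By fry, which asks whether a list's genes move on balance and not whether they move more than others, the BCL2 family, histone and germline lists were called higher (adjusted p = 0.00521, 0.00673 and 7.11e-05). Of 54 G2/M phase genes, 8 were higher and 18 lower (8 and 16 adjusted over the list alone), with a median of -0.11 (adjusted p = 0.116). The G2/M list was called lower without vehicle replicate 2 or 3 (adjusted p = 0.0441 and 0.0317) or PM replicate 3 (0.033). Of 31 BCL2 family and death receptor genes, 14 were higher and 8 lower (14 and 9 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.504). BIRC3, an inhibitor of apoptosis, rose from 110.1 ± 10.8 to 339 ± 39.1 CPM (adjusted p = 3.88e-08). BAX, an effector of apoptosis, fell from 72.5 ± 5.17 to 37.7 ± 2.61 CPM (adjusted p = 2.31e-06). Of 26 CDK inhibitors and p53 targets, 13 were higher and 7 lower (13 and 7 adjusted over the list alone), with a median of 0.20 (adjusted p = 0.654). CDKN1A, the CDK inhibitor p21, rose from 115 ± 27.7 to 247 ± 5.61 CPM (adjusted p = 1.04e-05). Of 25 amino acid and serine synthesis genes, 4 were higher and 12 lower (4 and 12 adjusted over the list alone), with a median of -0.18 (adjusted p = 0.127).

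Of 34 hypoxia and glycolysis genes, 9 were higher and 12 lower (9 and 12 adjusted over the list alone), with a median of -0.12 (adjusted p = 0.452). Hypoxia and glycolysis genes had a mean of 0.22, and the test pointed lower. SLC2A3, a glucose transporter, rose from 21.1 ± 0.796 to 87.3 ± 11.6 CPM (adjusted p = 1.51e-08). ADM fell from 189.8 ± 11.9 to 71.1 ± 3.58 CPM (adjusted p = 1.31e-07). Of 15 histone genes, 7 were higher and 2 lower (7 and 2 adjusted over the list alone), with a median of 0.27 (adjusted p = 0.302). Of 6 germline and cancer-testis genes, 3 were higher and 2 lower (3 and 2 adjusted over the list alone), with a median of 0.54 (adjusted p = 0.343).

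**Figure D1:**
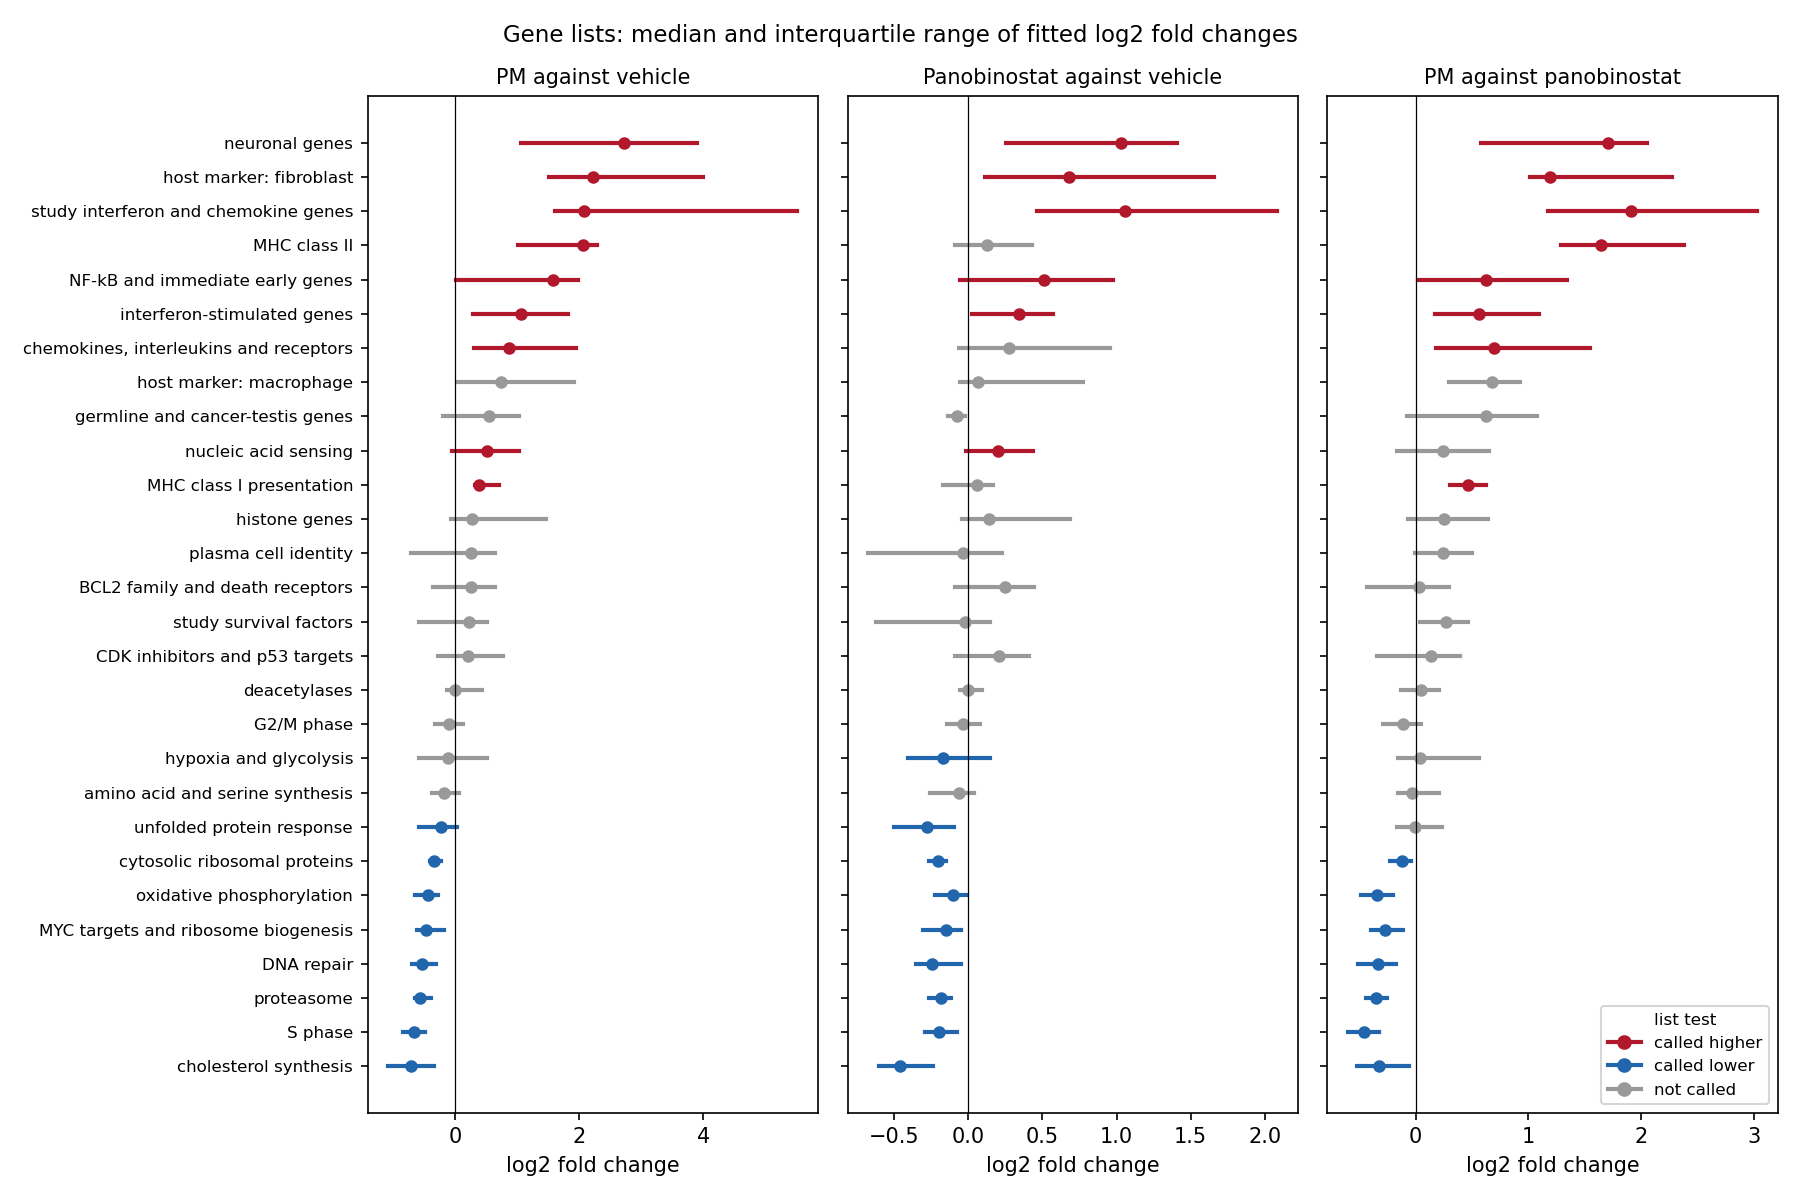
Median (point) and interquartile range (line) of the fitted log2 fold changes of the 28 tested gene lists in each of the 3 comparisons, with the x axis on its own scale in each panel. Red lists were called higher and blue lists lower at an adjusted p under 0.05, which is 9 and 8 lists for PM against vehicle, grey lists were not called, and with an estimated correlation 0 lists were called.

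The second comparison asked the same of panobinostat. SOCS3 rose from 2.04 ± 1.57 to 144 ± 71.5 CPM (log2 fold change 6.16 ± 0.48, adjusted p = 2.71e-06). HSD11B1 rose from 0.398 ± 0.221 to 8.61 ± 0.9298 CPM (log2 fold change 4.43 ± 0.25, adjusted p = 2.47e-07). Both genes also rose with PM. APLP1, a relative of the amyloid precursor protein, rose from 0.805 ± 0.0431 to 14.5 ± 0.965 CPM (adjusted p = 6.75e-08). RGS9, a regulator of G protein signalling, rose from 0.437 ± 0.195 to 7.796 ± 1.33 CPM (adjusted p = 6.87e-07). TMEM59L reached 2.75 ± 0.328 CPM, a ratio of 72.3 over its 2 vehicle counts with a counting interval of 19.7 to 603. Without vehicle replicate 3, which held both, the fitted log2 fold change was 8.55 and the ratio at least 31.5 against a floor of 3 counts. IRF4 fell from 714 ± 19.7 to 241 ± 12.2 CPM (adjusted p = 1.02e-07). GZMA, a protease of cytotoxic granules, fell from 2.24 ± 1.54 to 0.342 ± 0.248 CPM (adjusted p = 0.00671). HES1, a target of Notch signalling, fell from 15.4 ± 5.75 to 5.34 ± 2.27 CPM (adjusted p = 0.00434). ANKRD37 fell from 36.4 ± 4.85 to 11.8 ± 1.68 CPM (adjusted p = 5.79e-06). ANKRD37 shares 35.2% of its exon length with UFSP2 on the opposite strand. APLP1 lies at chromosome 19, 35868574 to 35879792 and IRF4 at chromosome 6, 391752 to 411443. The log2 fold change of SOCS3 was 6.94 without vehicle replicate 1, and that of GZMA was -1.99 without vehicle replicate 3.

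Panobinostat changed fewer genes than PM did: 1603 were higher and 1010 lower than with vehicle, 20.03% of those tested. With a log2 fold change of at least 1 as well, 679 were higher and 79 lower. The share of higher genes among the calls was 61.3%, and 71.7% with scaling to total counts only. The groups did not overlap for 37.5% of the genes, where chance gives 10%. Without vehicle replicate 2 the counts were 1025 higher and 619 lower, and without panobinostat replicate 1 they were 1046 and 539.

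Interferon-stimulated genes were higher with panobinostat too, by a smaller median. Of 49 interferon-stimulated genes, 15 were higher and 1 lower (19 and 1 adjusted over the list alone), with a median log2 fold change of 0.34 (adjusted p = 0.000671, and adjusted p = 0.62 with an estimated correlation). GBP2 rose from 29.03 ± 8.15 to 132 ± 15.2 CPM (adjusted p = 5.91e-06). PARP9 rose from 28.8 ± 9.64 to 129 ± 25.4 CPM (adjusted p = 9.6e-06). Of 38 NF-kB and immediate early genes, 12 were higher and 3 lower (16 and 5 adjusted over the list alone), with a median log2 fold change of 0.51 (adjusted p = 0.00446, and adjusted p = 0.62 with an estimated correlation). ICAM1 rose from 5.38 ± 0.839 to 29.6 ± 5.02 CPM (adjusted p = 4.83e-07). BCL6 rose from 3.09 ± 0.793 to 27.04 ± 1.68 CPM (adjusted p = 6.87e-07). NFKB2 fell from 285 ± 19.2 to 209.6 ± 18.3 CPM (adjusted p = 0.00534). Of 27 nucleic acid sensing genes, 8 were higher and 1 lower (9 and 2 adjusted over the list alone), with a median log2 fold change of 0.20 (adjusted p = 0.0178, and adjusted p = 0.315 with an estimated correlation). STING1 rose from 11.7 ± 1.49 to 37.8 ± 2.24 CPM (adjusted p = 1.73e-06). Of 21 neuronal genes, 12 were higher and 2 lower (12 and 2 adjusted over the list alone), with a median log2 fold change of 1.03 (adjusted p = 0.000671, and adjusted p = 0.315 with an estimated correlation). SYT11 rose from 16.4 ± 0.653 to 80.3 ± 4.97 CPM (adjusted p = 8.31e-08). UCHL1, a neuronal ubiquitin hydrolase, fell from 317 ± 22.3 to 219 ± 34.2 CPM (adjusted p = 0.0093).

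The genes named by the study, which are not independent evidence, were split with panobinostat. Of 11 study interferon and chemokine genes, 4 were higher and 1 lower (8 and 1 adjusted over the list alone), with a median log2 fold change of 1.05 (adjusted p = 0.0201, and adjusted p = 0.62 with an estimated correlation). This call was lost without vehicle replicate 3 (median 0.80, adjusted p = 0.0919) and in a fit of the 6 libraries compared (0.55, adjusted p = 0.183). CXCR1 was at 0.612 ± 0.296 CPM, at least 10.7-fold higher than the floor of the vehicle group, where it had no count, and at least 7.01-fold without vehicle replicate 3. With CXCR1 at that bound the list median was 1.05 too. TLR3 rose from 0.471 ± 0.1595 to 1.71 ± 1.26 CPM (log2 fold change 1.84 ± 0.52, adjusted p = 0.0251). The TLR3 call was lost without vehicle replicate 2 (log2 fold change 1.59, adjusted p = 0.101) or 3 (1.90, 0.0637), without panobinostat replicate 3 (1.10, 0.114) and in a fit of the 6 libraries compared (1.85, 0.0578). IFI44 rose from 7.72 ± 2.47 to 11.5 ± 1.16 CPM (adjusted p = 0.0438). Without vehicle replicate 1 the IFI44 call was kept, and without any other library it was lost, at adjusted p from 0.0536 to 0.159, as in a fit of the 6 libraries compared (0.0851). CCL25 rose from 3 counts to 0.325 ± 0.0904 CPM, a ratio of 5.69 (counting interval 1.65 to 30.3, adjusted p = 0.0484). That call was lost without vehicle replicate 2 or 3, PM replicate 1 or 2, or panobinostat replicate 1 or 3, at adjusted p from 0.0535 to 0.146, and with the replicate number as a block (0.0525). Without vehicle replicate 1 its log2 fold change was 3.19 and its ratio 11.6 (1.81 to 483). IFIT3 fell from 4.15 ± 2.28 to 1.74 ± 0.431 CPM (log2 fold change -1.25 ± 0.34, adjusted p = 0.0206). The IFIT3 call was lost without vehicle replicate 1 (-0.74, adjusted p = 0.0873) or panobinostat replicate 1 (-1.12, 0.0773), and in a fit of the 6 libraries compared (-1.24, 0.0537).

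The other genes of this list were not called. The log2 fold changes were 0.50 ± 0.22 for MX1, 1.05 ± 0.35 for RSAD2, 1.37 ± 0.47 for CXCL10, 0.43 ± 0.44 for IFI27 and -0.34 ± 0.34 for IFIT1. Their adjusted p-values were 0.126, 0.0502, 0.056, 0.523 and 0.511. CCL7 had 1 vehicle count and a ratio of 14.1 (counting interval 2.14 to 595, adjusted p = 0.0674), and was not called either. Without vehicle replicate 1, MX1 and RSAD2 were called higher (log2 fold change 0.87 and 1.84, adjusted p = 0.00384 and 0.000355). Without panobinostat replicate 2, CCL7 and CXCL10 were called higher (3.82 and 1.61, adjusted p = 0.0261 and 0.0244). CXCL10 was also called without PM replicate 2 or 3 (adjusted p = 0.0359 and 0.0228) and in a fit of the 6 libraries compared (0.032). The replicate block called CXCL10 and RSAD2 higher (adjusted p = 0.0233 and 0.0268), as did a fit without the low-count filter (0.0236 and 0.0228), and RSAD2 was called with total counts only (0.0419). DESeq2 called RSAD2 and CCL7 higher (adjusted p = 0.0173 and 0.0407).

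Fibroblast markers were higher with panobinostat too. Of 11 fibroblast markers, 4 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median log2 fold change of 0.68 (adjusted p = 0.00673, and adjusted p = 0.315 with an estimated correlation). COL1A1 rose from 1.22 ± 0.335 to 6.898 ± 1.21 CPM (adjusted p = 5.97e-06). Of 7 macrophage markers, 2 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median of 0.062 (adjusted p = 0.341). Summed fibroblast markers stood at 215 ± 28 CPM against 96.2 ± 22.4 with vehicle, macrophage markers at 1967 ± 216 against 1862 ± 82.4, endothelial markers at 33 ± 3.73 against 27.8 ± 2.61, and neutrophil markers at 24.15 ± 3.44 against 24.35 ± 1.48. T and NK cell markers summed to 2.65 ± 0.512 against 1.16 ± 0.559 CPM, skeletal muscle markers to 32.1 ± 13.5 against 20.9 ± 4.57, and keratinocyte markers to 119 ± 5.17 against 93.9 ± 8.12. Erythroid markers summed to 2.44 ± 0.951 against 0.836 ± 0.352 CPM and adipocyte markers to 0.366 ± 0.0706 against 0.233 ± 0.16.

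Cholesterol synthesis and the unfolded protein response had the lowest medians with panobinostat. Of 23 cholesterol synthesis genes, 0 were higher and 8 lower (0 and 15 adjusted over the list alone), with a median log2 fold change of -0.46 (adjusted p = 9.3e-05, and adjusted p = 0.62 with an estimated correlation). LSS fell from 248 ± 22.1 to 157 ± 24.6 CPM (adjusted p = 0.00291). Of 30 genes of the unfolded protein response, 0 were higher and 13 lower (1 and 16 adjusted over the list alone), with a median log2 fold change of -0.28 (adjusted p = 3.49e-05, and adjusted p = 0.315 with an estimated correlation). PDIA4, a disulfide isomerase, fell from 514 ± 14.8 to 319 ± 15.1 CPM (adjusted p = 9.87e-05). ERN1, the sensor IRE1, fell from 582 ± 94.97 to 280.1 ± 81.9 CPM (adjusted p = 0.00216). Of 45 DNA repair genes, 0 were higher and 10 lower (0 and 12 adjusted over the list alone), with a median log2 fold change of -0.24 (adjusted p = 0.000147, and adjusted p = 0.62 with an estimated correlation). Of 43 S phase genes, 0 were higher and 4 lower (0 and 2 adjusted over the list alone), with a median log2 fold change of -0.20 (adjusted p = 0.000821, and adjusted p = 0.658 with an estimated correlation). UNG fell from 121 ± 3.74 to 77.8 ± 14.4 CPM (adjusted p = 0.00417). Of 46 MYC target and ribosome biogenesis genes, 0 were higher and 5 lower (0 and 3 adjusted over the list alone), with a median log2 fold change of -0.15 (adjusted p = 0.00069, and adjusted p = 0.658 with an estimated correlation). SRM fell from 204 ± 10.7 to 136 ± 29.9 CPM (adjusted p = 0.00764).

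Of 58 oxidative phosphorylation genes, 0 were higher and 8 lower (0 and 3 adjusted over the list alone), with a median log2 fold change of -0.11 (adjusted p = 0.000821, and adjusted p = 0.62 with an estimated correlation). NDUFV1 fell from 278 ± 15.9 to 199 ± 10.3 CPM (adjusted p = 0.00129). Of 72 cytosolic ribosomal protein genes, 0 were higher and 5 lower (0 and 3 adjusted over the list alone), with a median log2 fold change of -0.21 (adjusted p = 2.6e-07, and adjusted p = 0.62 with an estimated correlation). Of 31 proteasome genes, 0 were higher and 6 lower (0 and 6 adjusted over the list alone), with a median log2 fold change of -0.19 (adjusted p = 8.79e-05, and adjusted p = 0.62 with an estimated correlation). PSMB6 fell from 121 ± 3.32 to 87.7 ± 6.95 CPM (adjusted p = 0.00448). Of 34 hypoxia and glycolysis genes, 5 were higher and 7 lower (5 and 10 adjusted over the list alone), with a median log2 fold change of -0.17 (adjusted p = 0.0418, and adjusted p = 0.62 with an estimated correlation). ADM fell from 189.8 ± 11.9 to 98.7 ± 13.2 CPM (adjusted p = 4.4e-05). Without panobinostat replicate 3 the calls of S phase (median -0.047, adjusted p = 0.356), MYC targets (-0.042, 0.171) and hypoxia (-0.13, 0.171) were lost, and hypoxia also without vehicle replicate 1 (-0.19, 0.0695). By fry DNA repair, S phase, MYC targets, cholesterol synthesis, oxidative phosphorylation, ribosomal proteins and the proteasome were not called (adjusted p = 0.119, 0.302, 0.295, 0.137, 0.17, 0.146 and 0.111).

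MYC fell from 729.7 ± 126 to 413 ± 99.8 CPM (adjusted p = 0.00447). The log2 fold changes of EZH2, IKZF1, IKZF3 and CDK6 were -0.04 ± 0.11, 0.19 ± 0.087, -0.0035 ± 0.082 and 0.37 ± 0.13, and none was called (adjusted p = 0.837, 0.132, 0.982 and 0.0594). CDK6 was called higher without PM replicate 3 (adjusted p = 0.0243), by DESeq2 (0.0335), with total counts only (0.0373), without the low-count filter (0.0432) and in a fit of the 6 libraries compared (0.0299). Of 6 study survival factors, 0 were higher and 2 lower (1 and 2 adjusted over the list alone), with a median of -0.022 (adjusted p = 0.287). Of 29 plasma cell identity genes, 6 were higher and 11 lower (6 and 12 adjusted over the list alone), with a median of -0.038 (adjusted p = 0.0516). The plasma cell list was called lower without panobinostat replicate 1 or 3, vehicle replicate 1 or 2, or PM replicate 3, at adjusted p from 0.0227 to 0.0485, and with total counts only (median 0.0070, adjusted p = 0.0363). Fry called the survival factors and the plasma cell list lower (adjusted p = 0.00121 and 0.00562). MZB1, an endoplasmic reticulum protein of plasma cells, fell from 672 ± 22.7 to 332 ± 7.199 CPM (adjusted p = 2.65e-06). CCND2 rose from 334 ± 89.9 to 619 ± 124 CPM (adjusted p = 0.00469). CCND2 shares 13.8% of its exon length with another gene on the same strand.

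HDAC4 rose from 28.1 ± 1.89 to 35.5 ± 3.41 CPM (adjusted p = 0.0418). The HDAC4 call was lost without vehicle replicate 1, 2 or 3, PM replicate 1 or panobinostat replicate 1 or 3, at adjusted p from 0.0553 to 0.149, and in a fit of the 6 libraries compared (0.0585). HDAC7 rose from 276 ± 17.9 to 356 ± 25.2 CPM (adjusted p = 0.0177). The HDAC7 call was lost without vehicle replicate 1 or 2 (adjusted p = 0.0898 and 0.0532) or panobinostat replicate 1 or 3 (0.0657 and 0.0618). HDAC1, HDAC2, HDAC3, HDAC5, HDAC6, HDAC8, HDAC9, HDAC10 and HDAC11 were not called. Their log2 fold changes were, in this order, -0.01 ± 0.1, 0.048 ± 0.091, -0.041 ± 0.083, -0.28 ± 0.14, -0.018 ± 0.097, -0.064 ± 0.12, -0.21 ± 0.16, -0.18 ± 0.12 and 0.31 ± 0.30. Their adjusted p-values ran from 0.17 to 0.958. Of 18 deacetylase genes, 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median of -0.0028 (adjusted p = 0.795). Deacetylase genes had a mean of 0.091, and the test pointed higher.

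Of 11 MHC class II genes, 4 were higher and 0 lower (4 and 1 adjusted over the list alone), with a median of 0.13 (adjusted p = 0.341). HLA-DPB1 rose from 29.3 ± 3.21 to 49.5 ± 3.91 CPM (adjusted p = 0.00255). Of 17 MHC class I presentation genes, 3 were higher and 4 lower (3 and 4 adjusted over the list alone), with a median of 0.057 (adjusted p = 0.659). MHC class I presentation genes had a mean of 0.034, and the test pointed lower. NLRC5 rose from 21.5 ± 4.49 to 56.2 ± 9.23 CPM (adjusted p = 4.35e-05). PDIA3, a chaperone of class I assembly, fell from 158 ± 8.19 to 102 ± 9.25 CPM (adjusted p = 0.000368). Of 35 chemokine, interleukin and receptor genes, 10 were higher and 4 lower (14 and 4 adjusted over the list alone), with a median of 0.28 (adjusted p = 0.0519). IL10 rose from 1.84 ± 1.25 to 22.1 ± 6.096 CPM (adjusted p = 3.04e-05). Of 31 BCL2 family and death receptor genes, 10 were higher and 2 lower (12 and 3 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.153). Of 26 CDK inhibitors and p53 targets, 6 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 0.20 (adjusted p = 0.12). CDKN1A rose from 115 ± 27.7 to 187 ± 8.67 CPM (adjusted p = 0.00267).

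Of 15 histone genes, 3 were higher and 2 lower (3 and 2 adjusted over the list alone), with a median of 0.14 (adjusted p = 0.357). Of 54 G2/M phase genes, 2 were higher and 2 lower (1 and 0 adjusted over the list alone), with a median of -0.034 (adjusted p = 0.439). Of 25 amino acid and serine synthesis genes, 1 were higher and 4 lower (1 and 4 adjusted over the list alone), with a median of -0.064 (adjusted p = 0.0983). PYCR1, an enzyme of proline synthesis, fell from 80.6 ± 3.65 to 34.5 ± 6.57 CPM (adjusted p = 3.04e-05). Of 6 germline and cancer-testis genes, 1 were higher and 0 lower (1 and 1 adjusted over the list alone), with a median of -0.079 (adjusted p = 0.984). Germline and cancer-testis genes had a mean of 0.73, and the test pointed lower. PDIA3 and PYCR1 share 14.8% and 14.1% of their exon lengths with ELL3 and MYADML2. The chemokine, CDK inhibitor and amino acid lists were called without vehicle replicate 3 (adjusted p = 0.0443, 0.0342 and 0.0463) and without panobinostat replicate 2 (0.034, 0.0436 and 0.0142). The amino acid list was also called without vehicle replicate 2 (0.0484), and the chemokine list with a filter of 1 CPM in 3 libraries (0.0345), with the replicate block (0.0249) and by fry (0.0399). Fry called the BCL2 family list higher as well (0.0207).

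The third comparison set both inhibitors side by side in the same model fit. GZMA was higher at 15.6 ± 3.699 against 0.342 ± 0.248 CPM (adjusted p = 4.28e-06). ENPP2, the enzyme autotaxin, was higher at 62.1 ± 5.05 against 5.36 ± 0.515 CPM (adjusted p = 2.82e-07). CAVIN1 was higher at 22.8 ± 3.26 against 1.32 ± 0.381 CPM (adjusted p = 3.16e-07). ADAM19, a metalloprotease, was higher at 30.1 ± 4.13 against 2.48 ± 0.6295 CPM (adjusted p = 1.55e-07). DPCD was lower at 1.74 ± 0.887 against 12.3 ± 1.06 CPM (adjusted p = 4.55e-06). LMLN was lower at 2.399 ± 0.599 against 14.4 ± 3.06 CPM (adjusted p = 1.92e-06). TMEM231 was lower at 1.89 ± 0.824 against 7.94 ± 0.787 CPM (adjusted p = 4.96e-05). The log2 fold changes of GZMA and ENPP2 were 5.48 ± 0.51 and 3.53 ± 0.22, and those of DPCD and LMLN -2.81 ± 0.27 and -2.58 ± 0.22. GZMA lies at chromosome 5, 55102646 to 55110252 and ENPP2 at chromosome 8, 119557086 to 119673390.

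In total 3514 genes were higher and 2877 lower with PM than with panobinostat, 48.99% of those tested. Among genes with a mean vehicle CPM of 1 or more the majority turned here too, with 2377 higher and 2812 lower. With a log2 fold change of at least 1 as well, over all genes tested, 1819 were higher and 164 lower. The groups did not overlap for 56.6% of the genes, where chance gives 10%. The labels give the dose of PM alone, and the study's methods state an equal dose of panobinostat. Equal doses of compounds of different potency need not be equally active.

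Interferon and antigen presentation genes were higher with PM than with panobinostat. Of 49 interferon-stimulated genes, 32 were higher and 4 lower (32 and 4 adjusted over the list alone), with a median log2 fold change of 0.56 (adjusted p = 0.000134, and adjusted p = 0.5 with an estimated correlation). LGALS3BP was higher at 6.82 ± 0.438 against 0.573 ± 0.0993 CPM (adjusted p = 1.71e-06). ZBP1 was lower at 75.6 ± 8.23 against 164 ± 29.04 CPM (adjusted p = 1.41e-05). Of 11 MHC class II genes, 11 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median log2 fold change of 1.64 (adjusted p = 8.85e-06, and adjusted p = 0.5 with an estimated correlation). HLA-DRA was higher at 1140 ± 230 against 365 ± 22.7 CPM (adjusted p = 1.95e-06). Of 17 MHC class I presentation genes, 13 were higher and 2 lower (13 and 2 adjusted over the list alone), with a median log2 fold change of 0.47 (adjusted p = 0.00569, and adjusted p = 0.5 with an estimated correlation). NLRC5 was higher at 121 ± 3.89 against 56.2 ± 9.23 CPM (adjusted p = 4.27e-05). PSMB10, an immunoproteasome subunit, was lower at 60.8 ± 3.59 against 81.3 ± 10.6 CPM (adjusted p = 0.00401). PSMB10 shares 34.8% of its exon length with another gene on the same strand.

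Of 11 fibroblast markers, 9 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 1.19 (adjusted p = 0.000753, and adjusted p = 0.309 with an estimated correlation). COL1A1 was higher at 44.6 ± 2.87 against 6.898 ± 1.21 CPM (adjusted p = 1.63e-07). Of 7 macrophage markers, 5 were higher and 1 lower (5 and 1 adjusted over the list alone), with a median of 0.67 (adjusted p = 0.183). Fry called the macrophage markers higher (adjusted p = 0.0098).

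Each of the 11 genes named by the study was higher with PM than with panobinostat, again not independent evidence. Of 11 study interferon and chemokine genes, 11 were higher and 0 lower (11 and 0 adjusted over the list alone), with a median log2 fold change of 1.91 (adjusted p = 0.000134, and adjusted p = 0.386 with an estimated correlation). The log2 fold changes were 3.10 ± 0.37 for TLR3, 1.24 ± 0.18 for IFI44, 1.70 ± 0.33 for IFIT1, 2.95 ± 0.32 for IFIT3, 1.91 ± 0.41 for CXCL10, 4.19 ± 0.33 for CXCR1, 4.55 ± 0.38 for CCL25 and 2.75 ± 0.57 for CCL7. Their adjusted p-values were 2.54e-05, 0.000109, 0.000967, 1.33e-05, 0.00184, 3.66e-06, 1.89e-06 and 0.00153. Without panobinostat replicate 1 the value for CCL7 was 4.28 and its ratio 21.4 (counting interval 7.09 to 106) over 3 counts, without panobinostat replicate 3 that for TLR3 was 3.81, and without PM replicate 3 that for CXCL10 was 1.30. MX1 was higher by 0.56 ± 0.22 (adjusted p = 0.0467). The MX1 call was lost without panobinostat replicate 1 or 3, PM replicate 1, 2 or 3, or vehicle replicate 2, at adjusted p from 0.0596 to 0.147, and by DESeq2 (0.137). RSAD2 was higher by 1.02 ± 0.32 (adjusted p = 0.0189), a call lost without panobinostat replicate 1 (0.0575) or PM replicate 1 or 3 (0.0609 and 0.0613). IFI27 was higher by 1.10 ± 0.40 (adjusted p = 0.0361). The IFI27 call was lost without panobinostat replicate 1 (1.12, adjusted p = 0.078) or 3 (0.74, 0.114), without PM replicate 2 (0.74, 0.191) and in a fit of the 6 libraries compared (1.06, 0.0551).

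**Figure D2:**
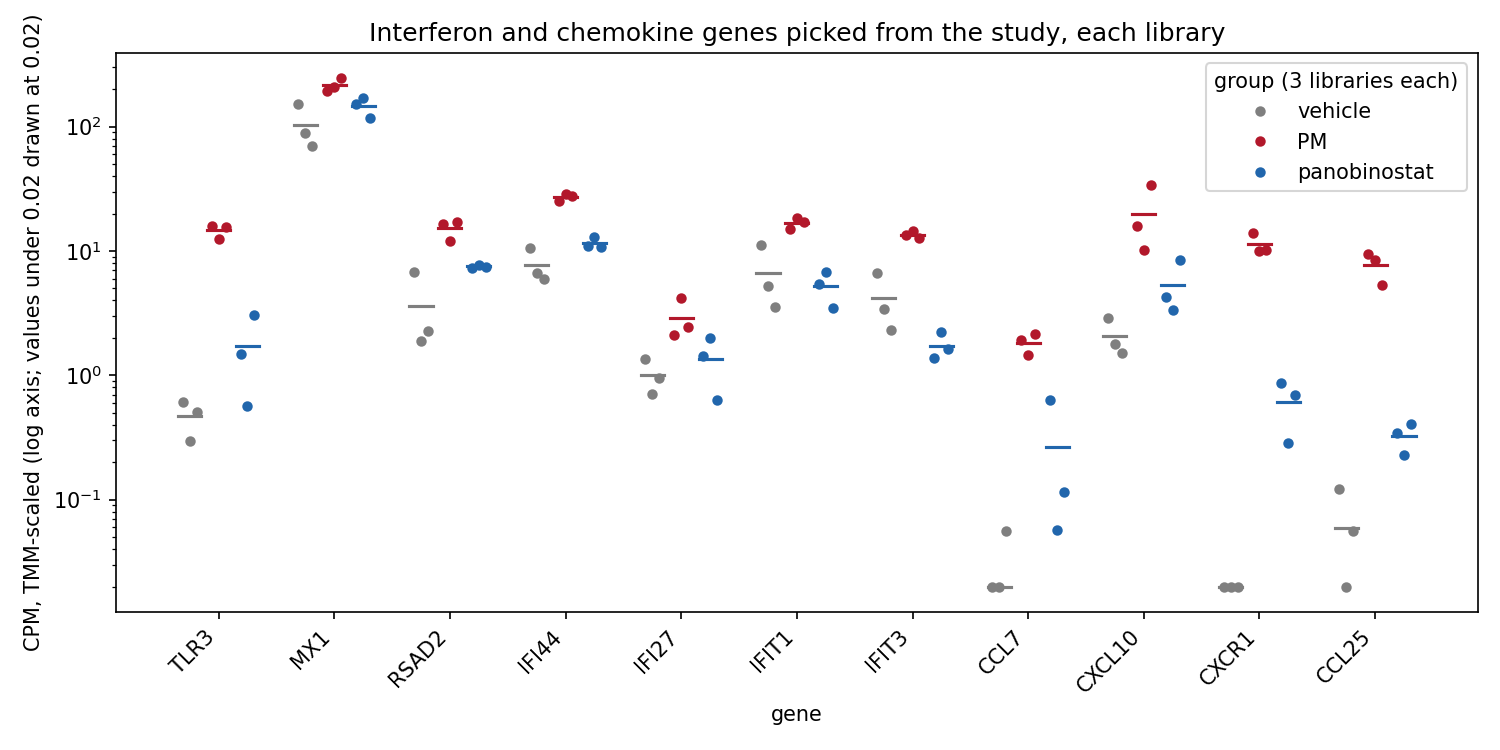
TMM-scaled CPM on a log axis (values under 0.02 drawn at 0.02) of the 11 interferon response and chemokine genes named by the study, with 1 point per library, 3 libraries per group and a bar at each group's mean. For TLR3, CXCR1 and CCL25 the 3 PM libraries lie above all panobinostat libraries, and for MX1 and IFI27 they do so by a smaller gap.

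Cytokine and neuronal genes were higher with PM than with panobinostat too. Of 35 chemokine, interleukin and receptor genes, 21 were higher and 2 lower (22 and 2 adjusted over the list alone), with a median log2 fold change of 0.69 (adjusted p = 0.000114, and adjusted p = 0.335 with an estimated correlation). CCL5, a chemokine for T cells, was higher at 119 ± 28.5 against 34.5 ± 13.2 CPM (adjusted p = 3.3e-05). CXCL16 was lower at 28.2 ± 6.02 against 44.1 ± 5.36 CPM (adjusted p = 0.00247). Of 38 NF-kB and immediate early genes, 24 were higher and 3 lower (24 and 3 adjusted over the list alone), with a median log2 fold change of 0.62 (adjusted p = 0.00124, and adjusted p = 0.5 with an estimated correlation). EGR2 was higher at 6.63 ± 1.83 against 0.973 ± 0.0907 CPM (adjusted p = 9.47e-06). RELB was lower at 21.1 ± 2.99 against 30.4 ± 4.81 CPM (adjusted p = 0.00595). Of 21 neuronal genes, 17 were higher and 0 lower (17 and 0 adjusted over the list alone), with a median log2 fold change of 1.70 (adjusted p = 6.56e-07, and adjusted p = 0.235 with an estimated correlation). Of 27 nucleic acid sensing genes, 13 were higher and 4 lower (13 and 4 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.147). Fry called the sensing genes higher (adjusted p = 5.67e-05).

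Growth and metabolism genes were lower with PM than with panobinostat. Of 58 oxidative phosphorylation genes, 0 were higher and 38 lower (0 and 41 adjusted over the list alone), with a median log2 fold change of -0.34 (adjusted p = 1.37e-08, and adjusted p = 0.5 with an estimated correlation). Of 43 S phase genes, 0 were higher and 29 lower (0 and 32 adjusted over the list alone), with a median log2 fold change of -0.46 (adjusted p = 2.29e-06, and adjusted p = 0.571 with an estimated correlation). RRM1 was lower at 109.8 ± 10.2 against 196 ± 36.7 CPM (adjusted p = 0.00019). Of 31 proteasome genes, 0 were higher and 24 lower (0 and 26 adjusted over the list alone), with a median log2 fold change of -0.35 (adjusted p = 1.86e-06, and adjusted p = 0.5 with an estimated correlation). Of 45 DNA repair genes, 3 were higher and 25 lower (3 and 25 adjusted over the list alone), with a median log2 fold change of -0.33 (adjusted p = 6e-05, and adjusted p = 0.5 with an estimated correlation). BRCA1 was lower at 40.3 ± 3.89 against 85.4 ± 17.3 CPM (adjusted p = 2.88e-05). ATM, the kinase that responds to double-strand breaks, was higher at 111 ± 5.17 against 77.3 ± 9.14 CPM (adjusted p = 0.00141). Of 46 MYC target and ribosome biogenesis genes, 0 were higher and 19 lower (0 and 17 adjusted over the list alone), with a median log2 fold change of -0.27 (adjusted p = 0.000338, and adjusted p = 0.713 with an estimated correlation).

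Of 72 cytosolic ribosomal protein genes, 0 were higher and 9 lower (0 and 5 adjusted over the list alone), with a median log2 fold change of -0.12 (adjusted p = 0.00211, and adjusted p = 0.767 with an estimated correlation). Of 23 cholesterol synthesis genes, 1 were higher and 6 lower (0 and 5 adjusted over the list alone), with a median log2 fold change of -0.32 (adjusted p = 0.0383, and adjusted p = 0.767 with an estimated correlation). LSS was lower at 87.8 ± 11.1 against 157 ± 24.6 CPM (adjusted p = 0.000164). The cholesterol call was lost without panobinostat replicate 1 or 2 (adjusted p = 0.137 and 0.151), PM replicate 1 or 2 (0.124 and 0.0818), in a fit of the 6 libraries compared (0.051) or with a filter of 1 CPM in 3 libraries (0.0505). By fry, MYC targets, S phase, ribosomal proteins and cholesterol synthesis were not called (adjusted p = 0.157, 0.0627, 0.323 and 0.323).

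IKZF3 was higher at 518 ± 1.39 against 319 ± 16.2 CPM (adjusted p = 2.19e-05). IRF4 was higher at 341 ± 3.801 against 241 ± 12.2 CPM (adjusted p = 0.000217). EZH2 was higher at 188 ± 21.6 against 149 ± 18.6 CPM (adjusted p = 0.0235). The EZH2 call was lost without panobinostat replicate 1 or 3 (adjusted p = 0.0731 and 0.0886), PM replicate 2 or 3 (0.113 and 0.0543) and in a fit of the 6 libraries compared (0.0547). MYC, IKZF1 and CDK6, with log2 fold changes of -0.018 ± 0.17, -0.044 ± 0.086 and 0.21 ± 0.13, were not called (adjusted p = 0.938, 0.698 and 0.207). Of 6 study survival factors, 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median of 0.27 (adjusted p = 0.163). Of 29 plasma cell identity genes, 14 were higher and 5 lower (14 and 5 adjusted over the list alone), with a median of 0.24 (adjusted p = 0.112). Fry called both lists higher (adjusted p = 0.00134 and 0.0102). JCHAIN was lower at 2619 ± 235 against 6296 ± 330.3 CPM (adjusted p = 2.03e-06). SDC1 was lower at 514 ± 16.3 against 880.4 ± 88.5 CPM (adjusted p = 2.45e-05). FCRL5 was higher at 80.1 ± 7.78 against 12.1 ± 2.701 CPM (adjusted p = 7.61e-07). CD79A, a component of the B cell receptor, was higher at 4.32 ± 1.02 against 0.744 ± 0.249 CPM (adjusted p = 7.45e-05).

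HDAC9 was higher at 110 ± 18.9 against 67.99 ± 11.97 CPM (adjusted p = 0.00311). HDAC10 was lower at 41.4 ± 7.15 against 57.1 ± 5.49 CPM (adjusted p = 0.00647). HDAC11 was at 0.68 ± 0.29 on the log2 scale (adjusted p = 0.0625) and was called without panobinostat replicate 3 (0.93, adjusted p = 0.0211) or PM replicate 3 (0.85, 0.036). HDAC1 to HDAC8 were not called, and their log2 fold changes in order of number were -0.041 ± 0.1, 0.033 ± 0.091, 0.065 ± 0.083, 0.22 ± 0.11, 0.26 ± 0.14, 0.12 ± 0.097, 0.13 ± 0.096 and 0.017 ± 0.12. Their adjusted p-values ran from 0.104 to 0.921. Of 18 deacetylase genes, 1 were higher and 3 lower (1 and 3 adjusted over the list alone), with a median of 0.049 (adjusted p = 0.873). Deacetylase genes had a mean of 0.066, and the test pointed lower.

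Of 30 genes of the unfolded protein response, 6 were higher and 5 lower (5 and 5 adjusted over the list alone), with a median of -0.0063 (adjusted p = 0.873). Genes of the unfolded protein response had a mean of 0.033, and the test pointed lower. EIF2AK3, the sensor PERK, was higher at 221 ± 12.9 against 153 ± 14.9 CPM (adjusted p = 0.000533). Of 54 G2/M phase genes, 1 were higher and 12 lower (1 and 2 adjusted over the list alone), with a median of -0.11 (adjusted p = 0.082). The G2/M list was called lower without panobinostat replicate 3 (adjusted p = 0.00661), PM replicate 3 (0.0145) or vehicle replicate 1 (0.0436). Of 25 amino acid and serine synthesis genes, 5 were higher and 4 lower (4 and 4 adjusted over the list alone), with a median of -0.032 (adjusted p = 0.608). Of 34 hypoxia and glycolysis genes, 10 were higher and 6 lower (10 and 6 adjusted over the list alone), with a median of 0.042 (adjusted p = 0.571).

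Of 31 BCL2 family and death receptor genes, 6 were higher and 8 lower (6 and 7 adjusted over the list alone), with a median of 0.027 (adjusted p = 0.873). BCL2 family and death receptor genes had a mean of 0.10, and the test pointed lower. BAX was lower at 37.7 ± 2.61 against 68.6 ± 4.77 CPM (adjusted p = 1.43e-05). Of 26 CDK inhibitors and p53 targets, 8 were higher and 7 lower (9 and 8 adjusted over the list alone), with a median of 0.14 (adjusted p = 0.833). CDK inhibitors and p53 targets had a mean of 0.051, and the test pointed lower. Of 15 histone genes, 5 were higher and 1 lower (5 and 0 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.343). Of 6 germline and cancer-testis genes, 3 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median of 0.63 (adjusted p = 0.147). Fry called the germline list higher (adjusted p = 0.000372).

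The responses to both inhibitors ran in the same direction for most changed genes. Of the genes changed by panobinostat, 88.2% of those higher were higher with PM and 76.0% of those lower were lower with PM. Among the genes changed the same way by both, the change was larger with PM for 87.0%. Higher in both were 1414 genes, where independent lists of these sizes would share 523.3, and lower in both were 768, where they would share 293.1. Another 45 genes rose with PM and fell with panobinostat and 13 did the reverse, where independent lists would share 329.7 and 465.2. Over 13046 genes, which are not independent replicates, the slope of the panobinostat changes on the PM changes through the origin was 0.377 and the correlation 0.762. Both comparisons use the same vehicle libraries. In 20 simulations of unchanged groups against such controls the mean correlation was 0.511, the slope 0.506 and the share of genes with the same sign 66.7%, against 76.2% observed. The covariance was 0.707 against a simulated 0.0521, a difference of 0.655. As 3 vehicle libraries are too few to split, part of the excess correlation and same-sign share may reflect shared controls.

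**Figure D3:**
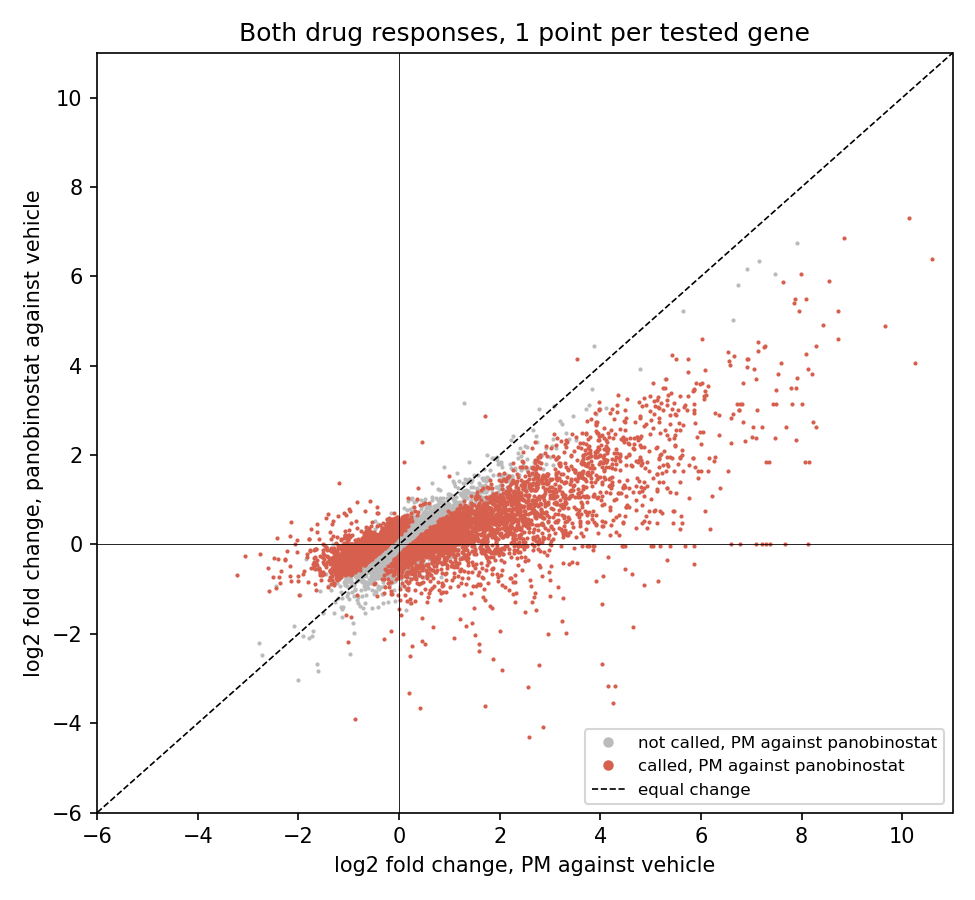
Fitted log2 fold changes against vehicle of each of the 13046 tested genes, PM on the x axis and panobinostat on the y axis, with red points for genes called between PM and panobinostat, grey points for the others and a dashed line of equal change. Most points with a large rise lie below the line, and the slope through the origin was 0.377, but genes with no vehicle count have fitted values that depend on the prior count.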

Values the study reported

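In the MM1S xenograft model the study reported tumour inhibition of 64.39% with PM at 5 mg/kg, of 71.76% with PM at 10 mg/kg and of 49.37% with panobinostat at 10 mg/kg. For the tumour RNA sequencing it stated a single dose of 10 mg/kg of either drug and tissue collection after 24 h, with n = 3 per group.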

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

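Among genes called in both comparisons against vehicle, 45 were higher with PM and lower with panobinostat, each with a called difference between the drugs. LCK, a kinase of T and B cells, was at 0.579 ± 0.383 CPM with vehicle, 3.49 ± 0.387 with PM and 0.0569 ± 0.0567 with panobinostat. GZMA, SPN and LAMA3 moved alike, at low levels with vehicle. Among those of the 45 genes that were refitted under the alternatives, the fall of HRK with panobinostat (adjusted p = 0.0395) was lost in 10 settings, DESeq2 among them (0.101), and that of IFIT3 in 3. Another 13 genes were lower with PM and higher with panobinostat, led by CCDC74B at 10.9 ± 0.644, 4.725 ± 0.255 and 16.9 ± 1.97 CPM. The 4401 genes removed by the low-count filter held a mean of 10747 ± 1539 counts per PM library, against 3985 ± 356 with vehicle and 4400 ± 416 with panobinostat.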

How the results depend on the processing

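With a log2 fold change of at least 1 as well, 2431 genes were higher and 420 lower for PM against vehicle, 679 and 79 for panobinostat against vehicle, and 1819 and 164 for PM against panobinostat, since the threshold removes small changes. With an estimated correlation 0 lists were called higher and 0 lower in each comparison. By fry 4 lists were lower for panobinostat against vehicle, and 13 were higher and 3 lower for PM against panobinostat, and the cause was not tested. Leaving out 1 library gave 1025 to 1622 higher and 539 to 1190 lower genes for panobinostat against vehicle, 3917 to 4402 and 3313 to 4257 for PM against vehicle, and 2953 to 3712 and 2216 to 3268 for PM against panobinostat. The slope between the responses was 0.3225 to 0.4014. With the replicate block the counts were 4276 and 3771, 1555 and 1008, and 3519 and 2872, and the slope was 0.3751. The numbers do not pair the samples: correlations of same-numbered libraries were -0.2 to 0.215, and only vehicle replicate 2 and PM replicate 2 correlated best with their own number in both other groups. Limited, after the data were seen, to genes with a mean vehicle CPM of 1 or more, PM had 3010 higher and 3741 lower genes and panobinostat 1215 and 981, and between the drugs 2377 were higher and 2812 lower with PM, so that most calls of PM were then lower. Of 474 results of named genes, DESeq2 ended 3 calls and added 3, the replicate block ended 6 and added 2, a fit of the 6 libraries compared ended 14 and added 2, and leaving out 1 library ended between 11 and 37. None of the called results among the named genes and lists reversed under the alternatives run for them, and other genes were not followed singly. Depth limits genes near zero with vehicle, where only counting intervals or bounds can be given.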

Other observations

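The enrichment of annotation terms was chosen after the results were seen, over 12777 genes and 2132 terms, with the genes called at a log2 fold change of at least 1. Genes of cell adhesion and matrix rose with PM: 135 of 264 cell adhesion genes were in that set, where 49.1 were expected (adjusted p = 3.34e-30), and 100 of 179 genes of the collagen-containing matrix, where 33.3 were expected (3.85e-26). These matrix genes include the host fibroblast markers COL1A1, FN1, FBN1, SPARC, COL6A1 and COL6A2. ANXA1, a phospholipid-binding protein, went from 1.72 CPM with vehicle to 100.7 with PM and 15.3 with panobinostat. LAMB3, a laminin chain, went from 4.58 to 110.3 and 23.9 CPM, and NCAM1, the adhesion molecule CD56, from 4.64 to 120.9 and 11.5. With panobinostat 43 of the 179 matrix genes were in the set, where 9.26 were expected (1.86e-14), and between the drugs 88 were higher with PM, where 25 were expected (2.08e-26).

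Among genes that fell with PM, cilium assembly stood out, with 20 of 169 genes where 5.38 were expected (adjusted p = 0.00091), and 15 were lower than with panobinostat, where 2.0 were expected (2.88e-06). WDR90 went from 93.3 CPM with vehicle to 18.4 with PM and 62 with panobinostat, and IFT122, an intraflagellar transport protein, from 25 to 9.53 and 19.2. At any size of change 45 of the cilium genes were higher and 60 lower with PM. With panobinostat 5 of 35 genes of B cell receptor signalling fell, where 0.211 were expected (0.00419). They were CD79A, MS4A1, LCK, IGLL1 and PTPRC, at 0.0569 to 0.744 CPM with panobinostat, and MS4A1, the antigen CD20, stood at 1.25 CPM with vehicle and 0.0762 with panobinostat. At any size of change 6 of the 35 genes were higher and 9 lower, with a median of -0.049, so most of the set was not called.

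Of the tests below, those of host cells, of depth and of the choice of genes near zero were chosen after the results were seen. The earlier ones ran on genes that passed the low-count filter or, for depth, thinned libraries of nearly equal size, which could move values little. Interferon-stimulated genes were higher with PM than with panobinostat by a median of 0.56. Depth is argued against, since it can shift unscaled counts by no more than the ratio of the totals, at most 0.136 in log2 in any pair of libraries, and the median of the unscaled counts of the 50 genes was higher with PM by at least 0.341 in every pair. So is a general rise of weakly expressed genes, since the upper end of the central 95% of the medians of 10000 random lists matched on vehicle expression was 0.175. More mouse host cells in the PM tumours stay open. The planned test went for them, with a median of 1.19 for the fibroblast markers that passed the filter, above the 0.56 of the interferon list, and FN1, COL1A1 and ITGAM rose. Of several other versions tried after the results were seen, some went against host cells. In the version kept, on all 95 host markers in the table, the highest of the 9 list medians was 0.336 CPM more with PM than with panobinostat, against a median of 8.8 CPM for the 50 interferon genes, but one list reached 1.14 in a single pair of libraries, over the bound of 0.733, so that this cannot tell. Without TMM scaling COL1A1 stood at 45.3 CPM with PM but COL1A2 at 0.343, COL3A1 at 0.138 and TYROBP and LUM at 0. A response of the tumour cells to the drug, which the design names, stays open and was not tested.

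Genes near zero with vehicle, under a mean of 0.1 CPM, were a second pattern: all 317 tested were higher with PM and 86 with panobinostat, and 302 were higher with PM than with panobinostat and 0 lower. Part of this follows from the choice, since a gene silent with vehicle passes the filter only through another group. The tables argue against chance in the choice as the whole cause: over all 4005 genes under 0.1 CPM with vehicle, with or without a pass of the filter, the summed level was 80.2 ± 5.19 CPM with vehicle, 1170 ± 106 with PM and 211.7 ± 25.2 with panobinostat, and the lowest ratio of PM to panobinostat over 9 pairs of libraries was 4.41. Background reads may add to it: the rank correlation with exon length was 0.03, lower than such reads would give, but of the 302 genes the 31 with the most counts held 35.2% of the PM counts, between the bounds set. Host cells cannot be told apart from a response of the tumour cells here: the highest median of the 9 host lists was 0.336 CPM more with PM than with panobinostat, against 1.41 for the 302 genes, which is over 0.1 times that median.

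Splits of 6 libraries number 10, too few for a share under 0.05. All but the real one keep part of the group difference, so they do not measure chance. For genes 1 of 10 splits gave as many calls as the real one in each comparison (8045, 2613 and 6391, against 0 for the highest other). For lists 2 splits for PM against vehicle (17, highest other 17), 1 for panobinostat against vehicle (15, highest other 14) and 2 for PM against panobinostat (15, highest other 15) did so.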
